A study of Mus musculus with 4 samples. Its data were reported in "CREPT is required for murine stem cell maintenance during intestinal regeneration" (2021).

How the data were processed

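Gene expression was measured by RNA-seq in intestinal crypts of C57BL/6 mice. Crypts, the epithelial pits that hold the intestinal stem cells, were released with EDTA and total RNA was extracted with Trizol. The samples were 2 libraries from wild-type (WT) mice and 2 libraries from Vil-CREPTKO mice, in which a villin-driven Cre recombinase removes a floxed part of the gene for CREPT (Rprd1b) from the intestinal epithelium. Groups and replicate numbers were taken from the sample titles in the public record.

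The values used were whole-number read counts per gene, as deposited by the authors, with 1 column per library and no pooling. The study's methods describe mapping of clean reads to reference transcripts of mouse genome GRCm38.p6 with Bowtie2 and estimation of expression with RSEM. The count table itself lists Ensembl gene identifiers and holds whole numbers, so the counting step and the annotation behind it are only partly stated. Tool versions and the strand setting of the counting were not stated, so reads of overlapping genes on opposite strands may have been assigned to either gene. The sequencing instrument was given as BGISEQ in the methods and as an Illumina instrument in the public record. The table had 53845 rows, of which 53360 (99.1%) matched a gene of GENCODE release M21 (GRCm38) in identifier; symbols, coordinates, biotypes, transcript lengths and GC contents were taken from that annotation. Another 380 rows were unnamed loci without coordinates. They held 0.178% to 0.247% of the counts of a library and were kept in the tests. The table held no entry for unassigned reads.

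Total counts were 47737448 and 49369315 in the WT libraries and 47241049 and 48266388 in the Vil-CREPTKO libraries. With 2 libraries per group, the spread between libraries rather than counting error set the precision: the common biological coefficient of variation was 0.188. A count of 0 allowed at most 3 counts, or 0.0588 to 0.069 CPM depending on the library. To look for a library deposited more than once, the counts of the 2 libraries of a group were compared by chi-square over genes with at least 20 counts in the pair. The statistic was 50.6 per gene in WT and 71.1 per gene in Vil-CREPTKO, far above the value of 1 that sampling alone gives, so all 4 libraries were used as separate samples.

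Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, which left 17504 genes, and libraries were scaled by TMM. A quasi-likelihood negative binomial model with the group as its only term was fitted (glmQLFit, glmQLFTest, two-sided). P-values were adjusted over all genes tested by the Benjamini-Hochberg method. A gene was called when its adjusted p was under 0.05 and its absolute log2 fold change was over 1, the thresholds the study used. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values (counts scaled to the library total) are over the tested genes after TMM scaling and are given as mean ± SD.

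Lists of genes were fixed before the data were examined. They were 5 panels of genes that the study names (an intestinal stem cell or ISC signature panel, a differentiation panel, a cell cycle panel, a Wnt panel and a reserve stem cell panel) and 6 general lists (proliferation, Paneth cell, goblet cell, enteroendocrine cell, tuft cell and enterocyte). The study shows 7 of the 10 genes of the differentiation panel as lower in its crypt RNA-seq, without stating how they were chosen. Further lists served as checks: immune cell, stromal cell, smooth muscle, pancreas and blood lists for other cells in the preparation, proximal gut, distal small intestine and colon lists for the region sampled, Xist and Y-linked genes for sex, and MHC class II, interferon and Reg3 lists. Lists were tested as sets with camera (limma 3.58.1) on log2 CPM (prior count 2) at a preset inter-gene correlation of 0.01, two-sided, and adjusted over the 11 panels and general lists. The check lists were adjusted among themselves. The genes named were also chosen by a rule fixed before the data were examined: Rprd1b, Ctnnb1, the panel genes, and the 5 largest increases and 5 largest decreases among called genes with an average log2 CPM of at least 1 and no overlap between the groups in CPM. Members of the general lists are named where their list is reported, and genes chosen after their values were seen are named as such. The values of some list members are not reported here.

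Alternatives set before the data were examined were DESeq2 1.42.0 (the study's tool), RLE, upper-quartile and library-size scaling, no filter on low counts, at least 10 counts in every library, no fold change threshold, glmTreat, a likelihood ratio test, a term for the replicate number, and each library left out in turn; for lists they were fry, an estimated inter-gene correlation and preranked enrichment with fgsea 1.28.0. A loess correction of each library for transcript GC content and length (span 0.5), thinning of the counts to the shallowest library, and fits without the unnamed loci or without mitochondrial genes were added after seeing the data. The scripts were tested on simulated data: counts were drawn for the 17504 genes with 200 genes changed, and the quasi-likelihood test recovered 198 of them with 2 false calls. With a simulated GC trend there were 803 false calls before and 5 after the GC and length correction. In 200 simulated lists with no shift, camera gave 6 unadjusted p-values under 0.05, and it recovered 20 of 20 shifted lists of 16 genes. Genes were drawn independently of one another there. The simulation therefore does not test camera on lists whose genes move together between libraries. Irradiated intestines and sorted Lgr5-positive cells, which the study also sequenced, were not analysed here.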

Results

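WT and Vil-CREPTKO crypts were compared by RNA-seq to ask how loss of CREPT in the epithelium changes gene expression without injury, and whether genes of the intestinal stem cells, of differentiation and of the cell cycle are among those that change. CREPT, encoded by Rprd1b, is a protein that binds RNA polymerase II. Each group had 2 libraries, with total counts of 47737448 and 49369315 in WT and 47241049 and 48266388 in Vil-CREPTKO. Between 23887 and 24634 genes had at least 1 count in a library. Across the 17504 genes tested, the correlation of log2 CPM was 0.983 within WT, 0.982 within Vil-CREPTKO and 0.971 to 0.979 between libraries of different groups, although genes are not independent replicates. The first principal component held 49.2% of the variance and parted the groups. Mitochondrial genes took 6.93% and 6.75% of the counts in WT, 10.2% in Vil-CREPTKO replicate 1 and 7.62% in Vil-CREPTKO replicate 2. Xist reached 863 CPM in WT replicate 2 with 0 counts over the 4 Y-linked genes, while the other 3 libraries had 0.299 to 0.529 CPM of Xist and 148 to 164 CPM over the Y-linked genes. The WT group thus held a library of each sex.

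The deleted gene was examined in every library. Rprd1b (ENSMUSG00000027651) lies on chromosome 2 from 158028497 to 158132297 on the plus strand (GRCm38). In its principal protein-coding transcript of 7 exons, exon 3, the exon flanked by loxP sites in the study, spans 158043406 to 158043539 and is 134 bp long, against 3278 bp for the last exon. Rprd1b had 3087 and 3030 counts in WT and 1142 and 1424 counts in Vil-CREPTKO. Its level was 61.0 ± 0.773 CPM (SD, n = 2) in WT and 27.6 ± 1.93 CPM (SD, n = 2) in Vil-CREPTKO, or 45.3% of WT. The log2 fold change was -1.14 (SE 0.12), with an adjusted p of 0.0041 by edgeR's quasi-likelihood test, and the 2 groups did not overlap. Counts were summed over the whole gene, so reads from exon 3 could not be told from the rest. Library-size scaling moved this log2 fold change most, to -1.23. Ctnnb1, which encodes β-catenin, was at 496 ± 41.4 CPM (SD, n = 2) in WT and 513 ± 10.7 CPM (SD, n = 2) in Vil-CREPTKO, a difference smaller than the spread between the WT libraries (log2 fold change 0.049, SE 0.17, edgeR adjusted p 0.937), and its sign turned under library-size scaling and without WT replicate 1.

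Genes changed between the groups were called next. Of 17504 genes, 235 were lower and 52 were higher in Vil-CREPTKO, so that 81.9% of the 287 called genes were lower. The median log2 fold change was -1.44 among the genes called lower and 1.87 among those called higher. In all, 474 genes had an adjusted p under 0.05 at any fold change and 2495 had an unadjusted p under 0.05. The 2 groups did not overlap in CPM at any of the 287 called genes. The same was true of 45.1% of all genes tested, where chance gives 33.3%. Protein-coding genes made up 248 of the calls and unnamed loci 13. In 8 of the called genes both libraries of a group were at or under 3 counts. The alternative that moved the number of genes called lower most was glmTreat, which tests against a 2-fold change and left 13 genes lower and 8 higher. With a library left out, 260 to 266 of the called genes were still beyond a 2-fold change. The log2 fold change was correlated across genes with the GC content of the transcripts (Spearman's rho -0.146), whereas the differences between replicates were not (0.00647 in WT and 0.015 in Vil-CREPTKO). After correction of each library for GC content and length, 204 genes were lower and 51 higher, and 248 of the 287 called genes were still called.

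**Figure D1:**
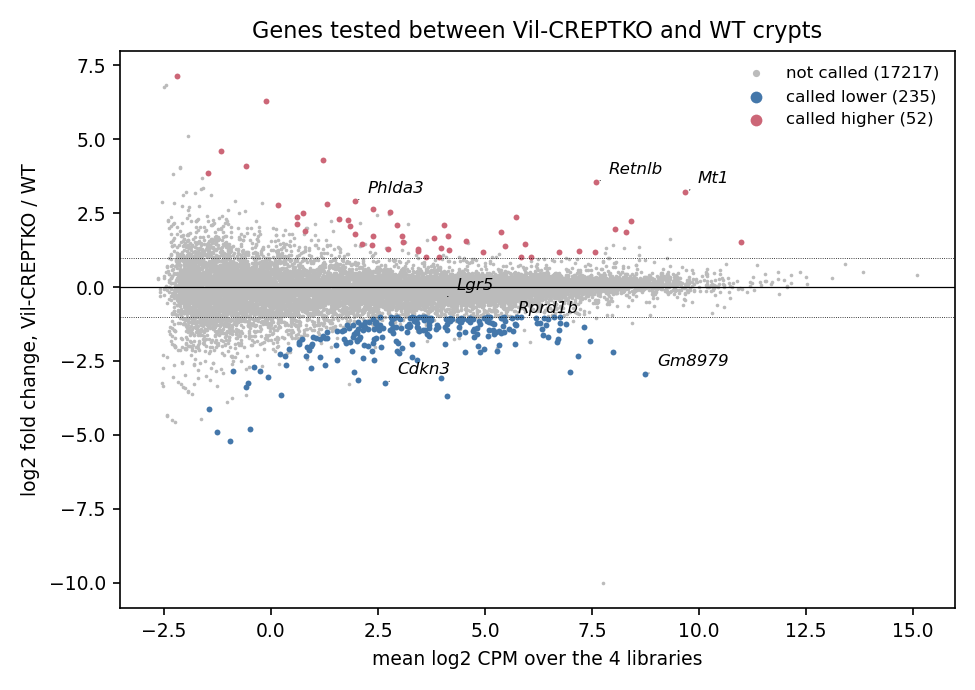
Log2 fold change (Vil-CREPTKO over WT, vertical axis) against the mean log2 CPM of the 4 libraries (horizontal axis) for each gene tested, where dotted lines mark an absolute log2 fold change of 1. The 235 genes called lower and the 52 called higher are coloured, with Rprd1b at -1.14 and Lgr5, which was not called, at -0.38 and Xist, which was not called, at -10.00.

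Among called genes with an average log2 CPM of at least 1, the 5 largest decreases were in Gsdmcl2, Cdkn3, Zfp612, Gvin1 and Gm8979. Cdkn3 (ENSMUSG00000037628, chromosome 14, 46760541 to 46771669, plus strand), a cell cycle gene, fell from 11.4 ± 0.632 CPM (SD, n = 2) in WT to 1.2 ± 0.202 CPM (SD, n = 2), a log2 fold change of -3.23 (SE 0.24, edgeR adjusted p 0.00108). Gm8979 (ENSMUSG00000095649, chromosome 7, 106076751 to 106084046, minus strand), annotated as an unprocessed pseudogene, was the most abundant of the 5. It fell from 754 ± 75.6 CPM (SD, n = 2) to 97.9 ± 1.36 CPM (SD, n = 2), a log2 fold change of -2.95 (SE 0.175, edgeR adjusted p 0.000632). Gvin1 (ENSMUSG00000045868, chromosome 7, 106156556 to 106215326, minus strand), in the same cluster, changed by -3.06 (SE 0.27). Gsdmcl2 (ENSMUSG00000093867, chromosome 15, 63880707 to 63890512, plus strand), a transcribed pseudogene within the Gsdmc cluster, changed by -3.68 (SE 0.49), and Zfp612 (ENSMUSG00000044676, chromosome 8, 110079746 to 110092741, plus strand) changed by -3.16 (SE 0.40). Gm8979, Gvin1 and Gsdmcl2 have related genes beside them, and how reads shared by such copies were counted was not stated, so the level of each single copy is uncertain.

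The 5 largest increases were in Dnah10, Retnlb, Mt1, Phlda3 and Amotl1. Retnlb (ENSMUSG00000022650, chromosome 16, 48816856 to 48818892, plus strand), which encodes the goblet cell product RELMβ, rose from 30.3 ± 1.4 CPM (SD, n = 2) in WT to 357 ± 87.1 CPM (SD, n = 2) in Vil-CREPTKO, a log2 fold change of 3.56 (SE 0.20, edgeR adjusted p 0.000632). Mt1 (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327, plus strand), a metallothionein gene, rose from 159 ± 73.6 CPM (SD, n = 2) to 1488 ± 326 CPM (SD, n = 2), a log2 fold change of 3.22 (SE 0.34, edgeR adjusted p 0.00379). Related metallothionein genes lie beside Mt1, so its level is uncertain to the extent that reads are shared with them. Phlda3 (ENSMUSG00000041801, chromosome 1, 135766119 to 135769136, plus strand) rose from 0.899 ± 0.0796 CPM (SD, n = 2) to 6.8 ± 1.25 CPM (SD, n = 2), with a log2 fold change of 2.92 (SE 0.29). Dnah10 (ENSMUSG00000038011, chromosome 5, 124725085 to 124834308, plus strand) had 11 and 11 counts in WT against 270 and 126 counts in Vil-CREPTKO, a log2 fold change of 4.30 (SE 0.52). Amotl1 (ENSMUSG00000013076, chromosome 9, 14541966 to 14645056, minus strand) had 22 and 39 counts in WT against 158 and 245 counts in Vil-CREPTKO, a log2 fold change of 2.82 (SE 0.39).

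**Figure D2:**
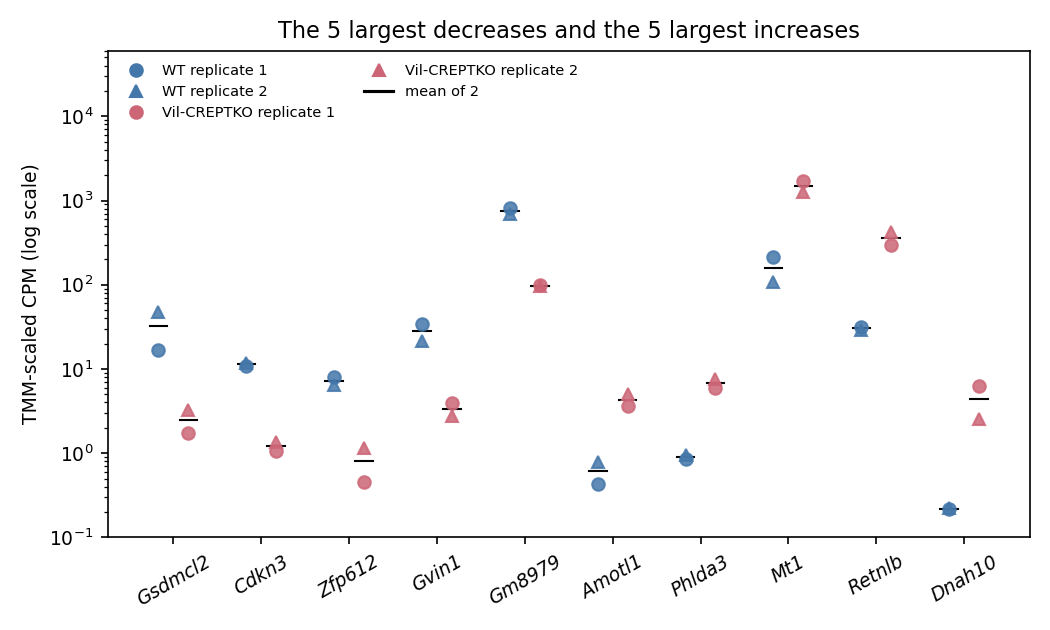
TMM-scaled CPM on a log axis of the genes with the 5 largest decreases and the 5 largest increases among called genes with an average log2 CPM of at least 1, ordered by log2 fold change, where points are single libraries and bars are means of 2. In each gene the 2 Vil-CREPTKO libraries lie on the same side of both WT libraries, as Retnlb shows at 30.3 CPM in WT against 357 CPM in Vil-CREPTKO.

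The panels of genes that the study names were then read gene by gene. They hold 48 distinct genes, of which 44 were tested, since Ephb1, Rspo2, Fzd3 and Rspo1 of the Wnt panel had too few counts. Over all genes tested, 3 of the 44 had an adjusted p under 0.05 by edgeR's quasi-likelihood test: Cdkn3, Cdk4 and Fgfr3, all lower. Cdkn3 was the only panel gene called. Cdk4 (ENSMUSG00000006728) was at 142 ± 7.51 CPM (SD, n = 2) in WT and 86.0 ± 11.5 CPM (SD, n = 2) in Vil-CREPTKO, a log2 fold change of -0.72 (SE 0.14, edgeR adjusted p 0.032). Fgfr3 (ENSMUSG00000054252) fell from 29.7 ± 2.07 CPM (SD, n = 2) to 17.4 ± 2.38 CPM (SD, n = 2), a log2 fold change of -0.77 (SE 0.15, edgeR adjusted p 0.0389), and no longer passed the threshold with upper-quartile scaling or after the GC and length correction. Adjusted over the list alone, 10 of the 44 genes had an adjusted p under 0.05. For the 7 differentiation genes that the study picked from these libraries, this count is not independent evidence. Without the filter on low counts, the alternative that moved this count most, 13 panel genes had an adjusted p under 0.05 over all genes tested.

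For the ISC signature panel, the question was whether stem cell genes fall in Vil-CREPTKO crypts. Of its 16 genes, 15 had a negative log2 fold change and 1, Tnfrsf19, a positive one, although Aqp1, Ephb2 and Ephb3 turned positive after the GC and length correction and Aqp1 also with DESeq2, RLE or upper-quartile scaling. Without Vil-CREPTKO replicate 1, 8 of the 16 were negative, and Olfm4, Cd44, Slc12a2 and Msi1 were among those that turned positive. At the level of single genes, 0 passed an adjusted p of 0.05 over all genes, and 4 had an unadjusted p under 0.05. Adjusted over the list alone, 4 passed. The lowest adjusted p over all genes was that of Gkn3 (0.0548 by edgeR), which fell from 7.9 ± 2.7 CPM (SD, n = 2) to 3.2 ± 0.519 CPM (SD, n = 2), a log2 fold change of -1.30 (SE 0.29). Kif12 had the largest decrease of the panel (-1.59, SE 0.40, edgeR adjusted p 0.0893), and Sectm1b changed by -0.84 (SE 0.20, edgeR adjusted p 0.0743). Several alternatives brought the adjusted p of these 3 genes under 0.05, among them DESeq2 (0.00232 for Gkn3, 0.0159 for Kif12 and 0.00219 for Sectm1b) and library-size scaling. Lgr5 was at 18.7 and 18.2 CPM in WT, 10.95 CPM in Vil-CREPTKO replicate 1 and 17.5 CPM in Vil-CREPTKO replicate 2. Its log2 fold change of -0.38 (SE 0.22, edgeR adjusted p 0.501) was within the spread between replicates. Olfm4 was at 1721 and 1338 CPM in WT against 1127 and 1614 CPM in Vil-CREPTKO (log2 fold change -0.16, SE 0.25, edgeR adjusted p 0.846). The panel holds the 16 signature genes that the study names, and the full signature set of the study's enrichment analysis was not tested. As a set the panel had a median log2 fold change of -0.26 and an adjusted p of 0.0206 by camera. This median was -0.53 in Vil-CREPTKO replicate 1 and -0.028 in Vil-CREPTKO replicate 2 against the mean of the WT libraries, and with Vil-CREPTKO replicate 1 left out it was -0.034, so that this library decided its size.

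**Figure D3:**
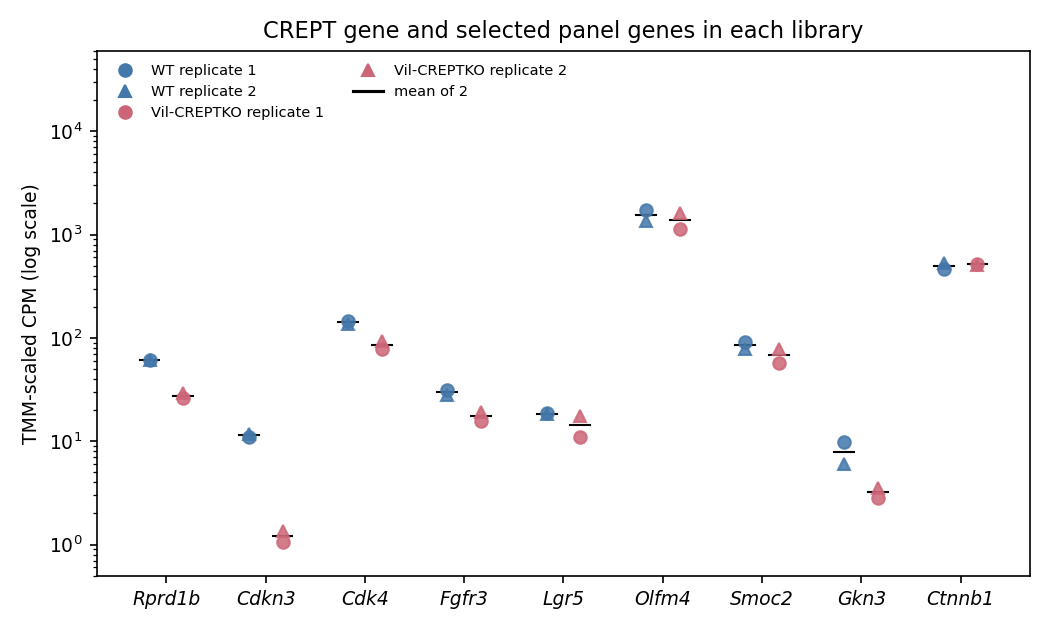
TMM-scaled CPM on a log axis of Rprd1b, Ctnnb1 and 7 panel genes, where points are single libraries and bars are means of 2. Rprd1b and Cdkn3 are lower in both Vil-CREPTKO libraries, whereas Lgr5 is at 10.95 CPM in Vil-CREPTKO replicate 1 and at 17.5 CPM, in replicate 2.

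Genes of the cell cycle panel were all lower. Its 6 genes had a median log2 fold change of -0.77 (adjusted p 8.62e-05 by camera), which was -0.89 in Vil-CREPTKO replicate 1 and -0.60 in replicate 2, and 5 of the 6 passed 0.05 adjusted over the list alone. The study presents these genes as lower in such crypts by quantitative RT-PCR, a separate assay. Whether it picked them from these libraries is not stated, so the set test of this panel may not be independent evidence. Cdk5, Cdc25b, Cdc25c and Cdkn1c had log2 fold changes of -0.66, -0.83, -0.57 and -0.82 without passing 0.05 over all genes, although Cdk5 (adjusted p 0.0181) and Cdc25b (0.0143) passed with DESeq2 and with some other alternatives. The general proliferation list behaved otherwise: its 17 genes, which include Mki67 (log2 fold change -0.052, SE 0.17), Top2a (-0.0072, SE 0.18) and Pcna (-0.053, SE 0.13), had a median of -0.052 (adjusted p 0.69 by camera), or 0.099 without Vil-CREPTKO replicate 1 and -0.23 without Vil-CREPTKO replicate 2. Tyms was the member with an adjusted p under 0.05 (-0.78, SE 0.13, edgeR adjusted p 0.0202).

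All 10 genes of the differentiation panel had a negative log2 fold change with TMM scaling (Atoh1 turned positive after the GC and length correction, and Pax6 there, with DESeq2, RLE or upper-quartile scaling and after thinning, and signs of Atoh1, Pax6 or Nkx2-2 turned with some libraries left out), with a median of -0.27 (adjusted p 0.0206 by camera), and 1 of them, Fgfr3, passed 0.05 over all genes and adjusted over the list alone. As 7 of the 10 genes were picked by the study from these libraries, the set test of this panel is not independent evidence. Atoh1 was at 32.4 ± 1.59 CPM (SD, n = 2) in WT and 31.3 ± 1.24 CPM (SD, n = 2) in Vil-CREPTKO, a difference within the spread between replicates (log2 fold change -0.048, SE 0.13, edgeR adjusted p 0.918). Nox1 had 145 and 39 counts in WT against 3 and 50 counts in Vil-CREPTKO, so that its log2 fold change of -1.72 (SE 0.92, edgeR adjusted p 0.462) was not distinguishable from the spread between libraries. It was -0.52 without WT replicate 1 and -4.66 without Vil-CREPTKO replicate 2. Nox1 passed 0.05 without the filter on low counts (-1.71, edgeR adjusted p 0.0257). Pax6 showed no difference (-0.0041, SE 0.37). In the Wnt panel the median of the 11 genes tested was -0.13 (adjusted p 0.31 by camera), with 8 lower and 3 higher. Of these, 0 passed an adjusted p of 0.05 and 2 had an unadjusted p under 0.05, and the largest decrease was in Fzd4 (-0.78, SE 0.205, edgeR adjusted p 0.101), which passed 0.05 with DESeq2 (0.0422) and some other alternatives. Myc (0.053, SE 0.17), Axin2 (-0.13, SE 0.17) and Ascl2 (0.0023, SE 0.19) differed by less than the spread, and Myc and Ascl2 turned negative under library-size scaling. Signs of these 3 genes also turned with some libraries left out. Without Vil-CREPTKO replicate 1 the Wnt panel median was 0.10. The reserve stem cell panel of 5 genes had a median of -0.22 (adjusted p 0.319 by camera), and 0.0042 without Vil-CREPTKO replicate 1. In it, 0 genes passed an adjusted p of 0.05 and 2 had an unadjusted p under 0.05. Sox9 was its lowest gene (-0.46, SE 0.15, edgeR adjusted p 0.181).

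Of the general lists, the tuft cell list shifted. Its 7 genes were all lower, with a median log2 fold change of -0.99 and an adjusted p of 8.62e-05 by camera. Trpm5 fell from 61.5 ± 12.5 CPM (SD, n = 2) in WT to 20.9 ± 0.305 CPM (SD, n = 2) in Vil-CREPTKO (log2 fold change -1.56, SE 0.16, edgeR adjusted p 0.00352), and Avil fell from 44.6 ± 5.06 CPM (SD, n = 2) to 21.2 ± 0.716 CPM (SD, n = 2) (log2 fold change -1.07, SE 0.14, edgeR adjusted p 0.0063). Sh2d6 (-0.87, SE 0.15, edgeR adjusted p 0.0229) was lower without being called. Dclk1, which is in the reserve stem cell panel as well, changed less (-0.41, SE 0.16, edgeR adjusted p 0.281). The medians were 0.22 for the Paneth cell list of 9 genes (adjusted p 0.782 by camera), -0.14 for the goblet cell list of 9 genes (0.69), 0.21 for the enteroendocrine cell list of 11 genes (0.148) and 0.22 for the enterocyte list of 10 genes (0.277). These medians moved with single libraries: the Paneth cell median was -0.14 without WT replicate 1 and -0.088 without Vil-CREPTKO replicate 2, the enteroendocrine cell median was 0.071 without Vil-CREPTKO replicate 2, the goblet cell median was -0.056 without it, and the enterocyte median was -0.077 without Vil-CREPTKO replicate 1. Lyz1, a Paneth cell gene, was at 2814 ± 204 CPM (SD, n = 2) in WT and 3272 ± 1099 CPM (SD, n = 2) in Vil-CREPTKO. Pnliprp2, the 1 member of that list that was called, fell from 273 ± 131 CPM (SD, n = 2) to 76.9 ± 17.3 CPM (SD, n = 2) (log2 fold change -1.83, SE 0.31, edgeR adjusted p 0.0206). In the goblet cell list, 6 genes were lower and 3 higher, and the 1 member called was Retnlb (3.56). The set test of this list thus mixes a large increase with smaller decreases, such as Clca1 (-0.66, SE 0.24, edgeR adjusted p 0.231) and Spink4 (-0.50, SE 0.18, edgeR adjusted p 0.228). The set calls for the ISC, differentiation, cell cycle and tuft cell lists held at the preset correlation of camera, and those for the differentiation and cell cycle panels carry the limits given above. With fry, with an estimated correlation or with preranked enrichment, 0 of the 11 lists had an adjusted p under 0.05. Unadjusted fry p-values were 0.0148 for the cell cycle panel and 0.02 for the tuft cell list, against 0.206 for the ISC signature panel.

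**Figure D4:**
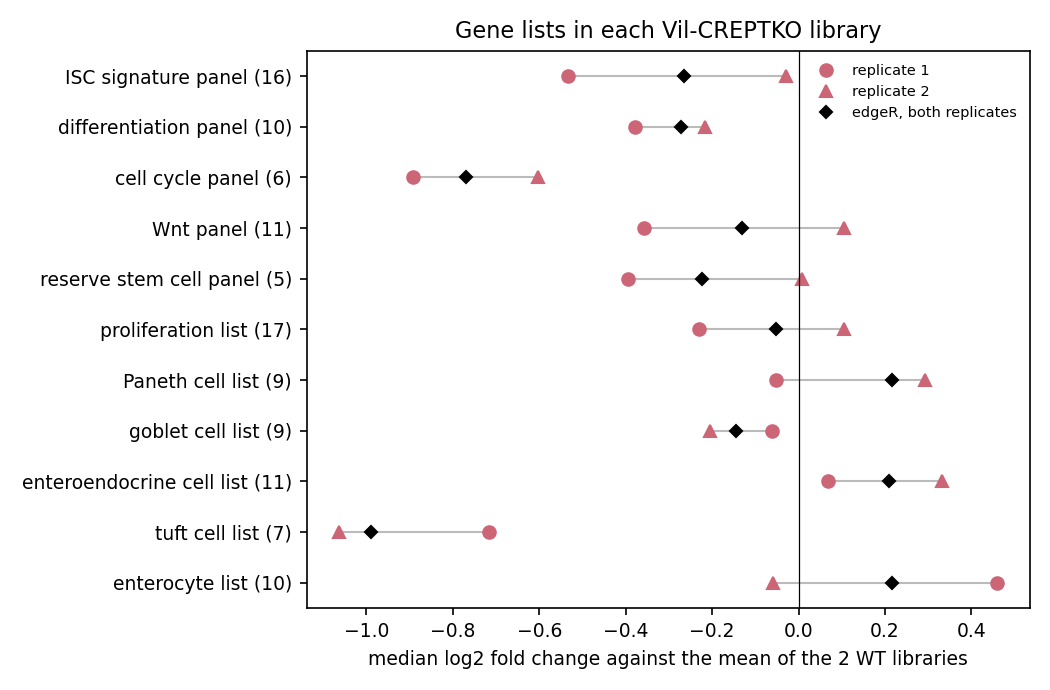
Median log2 fold change of each list in Vil-CREPTKO replicate 1 (circles) and replicate 2 (triangles) against the mean of the WT libraries, with the edgeR value of both replicates (diamonds), and the number of genes tested is in brackets. The cell cycle panel and the tuft cell list lie below 0 in both replicates, whereas the ISC signature panel is at -0.53 in replicate 1 and -0.028 in replicate 2.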

Values the study reported

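The study reported 412 genes with lower expression in untreated Vil-CREPTKO crypts than in WT crypts. For irradiated Vil-CREPTKO intestines it gave 993 downregulated genes. In sorted Lgr5-positive stem cells, 198 genes were downregulated after deletion of CREPT.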

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

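The alternatives were set before the data were examined, except the GC and length correction, the thinning and the fits without unnamed loci or mitochondrial genes, which were chosen after seeing the data. Against 235 genes lower and 52 higher, library-size scaling gave 379 lower, no filter on low counts 450 lower and 163 higher, a likelihood ratio test 418 lower and 146 higher, no fold change threshold 400 lower, DESeq2 308 lower and 87 higher, and glmTreat 13 lower and 8 higher. RLE scaling gave 206 lower and 47 higher, and upper-quartile scaling gave 183 lower and 46 higher. The glmTreat and fold-threshold counts differ by construction, since the fold asked for differs. For the other counts the cause was not tested, and the number of genes called depends on the method. DESeq2 called 268 of the 287 genes, RLE scaling 252, upper-quartile scaling 227, library-size scaling 283 and the GC and length correction 248. The share of calls that were lower ranged from 79.9% to 84.8% over the scalings. Across the 4 fits that each left out a library, 260 to 266 of the 287 genes were still beyond a 2-fold change. Rprd1b passed 0.05 in the alternative fits that gave it an adjusted p, with log2 fold changes from -1.11 (upper-quartile scaling) to -1.23 (library-size scaling). No glmTreat value was computed for it. With a library left out, where no test was made, its log2 fold change was -1.08 to -1.21.

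Among the panel genes, 3 had an adjusted p under 0.05 over all genes, against 9 with DESeq2, 6 with library-size scaling, 13 with no filter and 9 with a likelihood ratio test; the cause was not tested. Libraries of both groups carry the replicate numbers 1 and 2, but the deviations of same-numbered libraries correlated at only 0.0277 across genes, so they were not treated as paired. With a replicate block 269 genes were lower and 67 higher, and 6 panel genes had an adjusted p under 0.05, with Gkn3 (0.0445), Kif12 (0.0397) and Cdc25b (0.0455) newly among them.

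The camera calls for the ISC signature panel (median -0.26), the differentiation panel (-0.27), the cell cycle panel (-0.77) and the tuft cell list (-0.99) were lost with an estimated correlation, fry and preranked enrichment, which change the test and leave the medians as they are. The differentiation panel also lost its call after the GC and length correction (median -0.18). With a library left out, the Paneth cell median ranged from -0.14 to 0.39 and the enteroendocrine cell median from 0.071 to 0.33; the cause was not tested.

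Under the alternative fits, signs turned for 8 single genes whose log2 fold changes lay near 0. Scaling shifts all genes alike, the median by -0.092 with library-size scaling, 0.018 with RLE and 0.033 with upper-quartile scaling, and the turns under these scalings are of that size. For the other fits the cause was not tested. With library-size scaling Ctnnb1 was at -0.042, Ascl2 at -0.091 and Myc at -0.033, and with at least 10 counts in every library Ascl2 was at -0.0024. Aqp1 was at 0.0023 with DESeq2, 0.0039 with RLE, 0.016 with upper-quartile scaling and 0.063 after the GC and length correction, where Ephb2 was at 0.056, Ephb3 at 0.053 and Atoh1 at 0.0040. Pax6 was at 0.011 with DESeq2, 0.013 with RLE, 0.029 with upper-quartile scaling, 0.0018 after the GC and length correction and 0.017 after thinning. Over the named genes, 599 other values under an alternative fit kept direction and side of the threshold, 30 (10 genes) newly passed it and 2 (1 gene, Fgfr3) no longer did. With a library left out, 215 values shifted by less than the spread between replicates and 1, Nox1, by more. That spread was taken from the same libraries, and leaving out a replicate seldom shifts a value beyond it. The count of 215 is therefore no evidence of robustness. In the fits with a library left out, 23 values of 16 genes had the opposite sign, among them Olfm4 at 0.073, Cd44 at 0.13 and Slc12a2 at 0.093 without Vil-CREPTKO replicate 1. With 2 libraries per group, leaving out a library leaves a single one in its group, so only fold changes were taken and no test was made.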

Other observations

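The tests on GC content, library batch, the splits of the libraries, neighbouring genes, gene clusters, the enterocyte list, the T cell genes, the single genes of the proximal gut list, the tuft cell list, the defensins, p53 targets and MHC class II, and the gain of the higher genes against other cells, were chosen only after the result was seen. The number of genes lower in Vil-CREPTKO was 235. That is lower than the value quoted from the study above. The number depends on the method, and DESeq2 gave 308 lower here.

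Several technical explanations for the 287 called genes were tested. Sex does not part the groups, since WT replicate 2 alone had Xist, and 260 called genes stayed beyond a 2-fold change without it. The T cell genes of the immune cell list (Ptprc, Cd3e, Cd3g, Cd8a, Gzma and Gzmb) all fell, with log2 fold changes from -0.29 to -0.51 and a median of -0.40, which argues against a loss of T cells as the source of genes that fell by over 1. Other cells of the preparation stay open for the genes called lower: the immune cell list had a median of -0.31, but its members went both ways, as Jchain (0.95) and Lyz2 (0.89) rose. The 5 genes of the proximal gut list were within 0.25 of 0 (median 0.035), the distal small intestine list of 3 genes at -0.31 and the 1 colon gene tested at -0.018. Of called genes with a position, 98.9% lay more than 10 Mb from Rprd1b, and 1.27% of the genes tested nearby were called against 1.60% elsewhere (Fisher's exact p 1). After thinning to the shallowest library 277 of the genes were still called, the lowest share of lower calls over the scalings was 79.9%, and 248 genes were still called after the GC and length correction. A library batch that coincides with the groups cannot be told apart from the knockout: fold changes correlated with transcript GC content across genes (Spearman's rho -0.146; genes are not independent replicates), while replicates did not differ in this way. Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many called genes; the others gave 0 calls, with 361 and 454 genes at an unadjusted p under 0.05. A design of this size allows no smaller share.

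Transcripts of some other cells were raised in Vil-CREPTKO, mostly in replicate 1. The pancreas list had a median of 1.30 (camera adjusted p 0.0011 over the check lists, 0.506 by fry), with a summed level of 16.02 CPM in WT and 38.3 CPM in Vil-CREPTKO. The blood list was at 1.07, the stromal cell list at 0.66 (7 of 9 genes tested) and the 1 smooth muscle gene tested at -0.17. Against the mean of the WT libraries, the pancreas median was 1.73 in Vil-CREPTKO replicate 1 and 0.80 in replicate 2, the blood median 1.79 and -0.12, and the stromal cell median 1.504 and -1.29. None of the 30 genes tested from these lists and the immune cell list was called, although 10 had an unadjusted p under 0.05. The largest gain was 11.6 CPM, in Hbb-bs. The pancreas and blood lists, which hold abundant transcripts of those cells, together gained 43.5 CPM, or 0.765% of the 5692 CPM gained by the 52 genes called higher, which argues against these cells as the whole source. Stromal and smooth muscle cells are argued against in the same way, since the 8 genes of these lists that were tested gained 4.28 CPM together, or 0.0753%. Without Vil-CREPTKO replicate 1 the stromal cell median was -1.47, while that of the genes called higher was 1.72. The median gain of a gene called higher was 9.07 CPM, so cells of the preparation could still be the source of single genes, and cells that no list marks were not tested.

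Genes called lower often had an opposite-strand neighbour whose 3' end lay within 1 kb of their own. Such a neighbour was found for 26.5% of 204 protein-coding genes called lower, 11.4% of those called higher and 11.9% of those not called. Lists matched on GC content and expression averaged 15.2% and reached 25%, which gives the smallest p that 10000 draws allow (0.0001). The odds ratio was 1.81 after adjustment for GC content, lengths, expression and gene density (p 0.000488), so short genes in dense regions are argued against as the whole cause. Among genes with such a neighbour, 6.36% of those in the top quartile of neighbour abundance were called lower, against 1.96% to 2.45% in the other quartiles and 1.26% of genes without one. As CREPT binds RNA polymerase II, a change in transcription past gene ends may be a hypothesis here. The neighbours of the genes called lower had a median log2 fold change of -0.22 (SD 0.63), and 8 of 53 tested were below -1, so reads shared in proportion to the level of the neighbour are argued against as the whole cause. Reads from past the end of the neighbour, counted for the gene, could give the same pattern, and these cannot be told apart because the strand setting of the counting was not stated.

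Called genes also lay beside one another. Of 274 called genes with a position and a GC value, 70 had another within 100 kb, whereas 1000 lists matched on gene density and GC content averaged 38.6 and reached at most 68. The Gsdmc genes on chromosome 15 are an example chosen after their values were seen. Strain haplotypes that differ between the groups could also place called genes side by side, and cannot be told apart from regulation of whole clusters without genotypes. Reads shared by related neighbouring copies could do the same. They stay open as well, since the lists were matched on gene density and GC content alone.

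The ISC signature panel was lower in Vil-CREPTKO replicate 1 and near WT in replicate 2. The enterocyte list was 0.62 higher in replicate 1 than in replicate 2 (median log2 difference), so more villus epithelium in that preparation could account for part of the fall. With 2 libraries this cannot be told apart from a loss of stem cell transcripts.

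The tuft cell list stayed low under the technical tests made. Its median log2 fold change was -0.91 after the GC and length correction, -0.91 without WT replicate 2 and -0.97 with RLE scaling. Whether there may be fewer tuft cells or less of these transcripts per cell is open, since Dclk1, a marker of the same cells, was at -0.41.

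Alpha-defensin genes on chromosome 8 changed in both directions. Of 28 tested, 7 were called higher and 0 lower, 9 had a negative log2 fold change, and 1 of these had an adjusted p under 0.05 (Defa-ps6, -0.80). Their summed level was 10483 and 16418 CPM in WT and 18645 and 16446 CPM in Vil-CREPTKO, a log2 ratio of 0.38 that rests on WT replicate 1. More Paneth cells are argued against as the whole cause. The highest log2 fold change among Paneth cell list genes outside the family was 0.45 (Mptx2), against 1.97 for Defa29. A smaller gain in Paneth cells stays open. Reads split between near-identical genes, or a different set of copies in the groups, could produce the pattern and cannot be told apart with gene counts.

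Phlda3, Eda2r and Ephx1, genes raised by p53, were called higher, which prompted a list of 25 other p53 targets. Of these, 22 were higher, with a median log2 fold change of 0.24 (camera p 0.000484, fry p 0.0227, estimated correlation p 0.0603). Relative to all genes the median was 0.25 with library-size scaling, it was 0.24 after the GC and length correction, and it was at least 0.18 with any library left out. Ccng1 (0.87) and Zmat3 (0.85) rose while Btg2 (-0.75) and Dcxr (-0.96) fell, and Cdkn1a was at 0.05. A mild p53 response in Vil-CREPTKO crypts is a hypothesis that these values suggest. It was found and tested on the same libraries.

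The MHC class II list was lower (median -1.22, camera adjusted p 0.0103), as was the interferon list (-0.53, 0.0103), and the Reg3 list was higher (1.54, 0.0392); by fry each had an adjusted p of 0.506. Fewer antigen-presenting cells could contribute and stay open, because the immune cell list holds few genes of those cells and its members went both ways. The difference between the MHC class II and immune cell medians, -0.91, therefore decides nothing. WT replicate 2 weighs on the result: without it the MHC class II median was -0.49. The Reg3 median was 0.96 without Vil-CREPTKO replicate 1. A difference in microbial exposure between cages would be another possible explanation, which was not tested.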
